A study of Homo sapiens with 4 samples. Its data were reported in "RNA-binding protein LIN28A upregulates transcription factor HIF1α by posttranscriptional regulation via direct binding to UGAU motifs" (2022).

How the data were processed

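The data came from HEK293FT cells, a human embryonic kidney line that carries the SV40 large T antigen, expressing FLAG-tagged LIN28A. LIN28A is an RNA-binding protein with a cold shock domain and a zinc knuckle domain. The cells expressed either the wild-type protein (WT) or a mutant of the zinc knuckle, called the zinc finger mutant (ZFm). The series holds 4 samples, an immunoprecipitated (IP) library and an input library for each protein. Peak lists of the 2 IP libraries were analysed; the input libraries were not used here. There was 1 library per protein, so no test between the proteins was made and no p-value is given for a difference between them.

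The authors prepared the libraries by eCLIP, in which proteins are crosslinked to RNA with ultraviolet light, the RNA is trimmed with RNase I, the complexes are pulled down with an anti-FLAG antibody and the RNA is reverse transcribed and sequenced. Per the methods of the study, the authors removed adapters with cutadapt, mapped the reads to GRCh38 with STAR, removed duplicate reads with samtools and called peaks separately in each IP library with CLIPper. The versions and the options of CLIPper were not stated. Each line of a deposited list gives the interval of a peak, its strand, its summit, the identifier of the gene in which CLIPper searched, the number of reads in the peak and the p-value that the authors' caller gave it. The p-values and read numbers are the authors' own and belong to a peak within its list; the largest p-value was 7.62e-05 in the WT list and 8.66e-05 in the ZFm list. The peaks were not set against the input, so an abundant RNA can hold a peak without being enriched in the IP. Reads outside called peaks are absent from the lists, and the total depth of the libraries is therefore unknown here.

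CLIPper searches each gene separately. Where annotated genes overlap, the same reads can give a peak under each gene. The WT list repeated an interval in 1975 lines and the ZFm list in 3748 lines. Of the distinct intervals, 4.83% (WT) and 5.04% (ZFm) overlapped another interval of their own list on the same strand. The smallest number of reads in a peak was 7 in the WT list and 6 in the ZFm list, and it was higher in strongly covered genes: 42 (WT) and 49 (ZFm) in EEF2.

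Positions were read against GRCh38 and the GENCODE annotation, release 44. Of the 9971 gene identifiers in the WT list, 9927 were found in this release, as were 12367 of the 12433 in the ZFm list. All coordinates are given 1-based on GRCh38. A peak was called shared when a peak of the other list on the same strand overlapped it by at least 1 nt (bedtools 2.31.1), and is otherwise called WT-only or ZFm-only. To give the overlap that position alone would yield, each peak was moved at random within the same annotated region of the same gene, in 10 placements. Each peak was assigned by its midpoint, on its strand, to coding sequence (CDS), then 3′-UTR, 5′-UTR, non-coding exon or intron, in this order of priority.

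For motifs, the share of peaks that held a tetramer at least once on the sense strand was divided by the same share in control intervals of equal length. For each peak, 10 controls were placed at random in the same region of the same gene outside all peaks. Peaks shorter than 4 nt or without room for controls were left out, so that 91.1% of the shared peaks entered. This ratio was ranked over all tetramers. For the profile around summits, windows of 60 nt on each side that lay within a single 3′-UTR or coding exon were used. Reads in peaks were summed per gene and divided by the total over all peaks of the list, and log2(ZFm/WT) of these shares was taken over genes with peaks in both lists. Such sums move with how much was called in a gene, so the covered length and the mean reads per peak are given beside them.

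Shares carry 95% exact Clopper-Pearson binomial intervals. Ratios of tetramers carry 95% intervals from 1000 bootstrap draws over genes. Ratios of reads carry exact intervals for a pair of counts. All of these cover sampling of reads, peaks or genes within these libraries, and none covers the difference that repeating the experiment would give. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0.

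The overlap, the tetramer ratio and the shuffle were tested on simulated data. Of 39210 WT peaks placed with a small shift in a simulated list, 99.1% were recovered as overlapped. For 11674 random positions in the regions of WT peaks on chromosomes 1 and 2, the UGAU ratio was 0.984 (0.950 to 1.02), where the true value was 1. With UGAU written into 20% of them it was 1.67, equal to the value found by a plain text search. In this test, positions and controls were both drawn from the whole region, peaks included. It therefore checks the counting, but not the use of controls placed outside all peaks. All of 500 shuffled sequences kept every dinucleotide count. A shuffled sequence also keeps the dinucleotides of the motif itself, so this baseline takes away part of a true motif. With UGAU written into 20% of the 11674 positions, a ratio of 1.68 to the unchanged positions became 1.45 after shuffled sequences of both were used as the baseline. With GGAG written in, 1.52 became 1.34.

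The main settings and most alternatives were fixed before the data were examined. The alternatives were a p-value of at most 1e-05, equal numbers of peaks in both lists, 50% reciprocal overlap, overlap on either strand, genes of all types, at least 2 peaks per gene, another priority of regions, nucleotides in place of peaks, 20 nt added on each side of a peak, controls 100 nt up- and downstream, dinucleotide-shuffled peaks as controls, single regions, at least 100 reads per gene in each list, overlapping peaks only, and the median ratio over genes as the total. Counting each distinct interval a single time, setting the shuffled values against those of random positions, shuffled controls for UGAU in WT-only and ZFm-only peaks, and including peaks listed under a gene that overlaps HIF1A were added after the data were seen.

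The genes named were fixed in advance: HIF1A, PPP2R5E, YTHDF3, ALG11, TOB1 and ZNF322, which the study named; LIN28A; any let-7 gene with a peak; the 3 genes with the largest and the 3 with the smallest ZFm/WT ratio among genes with peaks in both lists and at least 200 reads in peaks over both; and the 3 peaks with the most reads in each list.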

Results

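To find where LIN28A sits on RNA in HEK293FT cells, and whether binding depends on the zinc knuckle, the peak lists of the WT and ZFm IP libraries were compared. The WT list held 66714 peaks in 9971 genes and the ZFm list held 133929 peaks in 12433 genes, so the ZFm list was 2.01 times longer. The WT peaks had a median width of 56 nt and a median of 14 reads, with an interquartile range of 10 to 22 reads. The ZFm peaks had a median width of 55 nt and a median of 19 reads, with an interquartile range of 12 to 32 reads. Summed over the listed peaks, the reads came to 1266637 (WT) and 3473511 (ZFm), with repeated intervals counted each time they were listed. Over distinct intervals the sums were 1228338 (WT) and 3380310 (ZFm). The peaks covered 3851079 nt (WT) and 7630390 nt (ZFm), with means of 19.0 and 25.9 reads per peak. With p-values of at most 1e-05, 58939 WT peaks and 124925 ZFm peaks remained. The lists came from single libraries, and the differences between them have no replicate check.

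The next comparison asked how far WT and ZFm LIN28A occupied the same sites. Of the WT peaks, 51965 were overlapped by a ZFm peak, a share of 77.9% (95% interval 77.6 to 78.2). Random placement in the same region of the same gene gave 47.5% on average, with a range of 47.2% to 47.6% over the placements. Of the ZFm peaks, 54710 were overlapped by a WT peak, a share of 40.9% (40.6 to 41.1), against 25.8% by random placement. The overlap rose with the reads in a peak. In the lowest quartile of ZFm peaks by reads, 6 to 12, the share was 13.4%, and in the highest, 32 to 561, it was 75.6%. When the ZFm list was reduced to the length of the WT list by its smallest p-values, 59.9% of WT peaks and 61.0% of ZFm peaks were overlapped. Requiring 50% reciprocal overlap moved the WT share most, to 55.5%.

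At the level of genes, 9049 protein-coding genes had a peak in both lists, whether or not the peaks overlapped. These were 98.7% of the 9168 coding genes in the WT list and 80.3% of the 11270 in the ZFm list. The 119 coding genes with WT peaks alone had a median of 9 reads in peaks, and none had more than 31. The 2221 coding genes with ZFm peaks alone had a median of 29 reads and a maximum of 371. Genes with peaks in both lists had medians of 66 WT reads and 231 ZFm reads. Counting only genes with at least 2 peaks in each list moved the number most, to 7581.

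Next, the regions of the shared peaks were determined. Among shared peaks in mRNA regions, 70.9% (70.5 to 71.3) lay in CDS, 27.5% (27.1 to 27.9) in 3′-UTRs and 1.67% (1.56 to 1.78) in 5′-UTRs. Of all annotated mRNA nucleotides in coding genes with peaks in both lists, 38.3% were CDS, 51.6% were 3′-UTR and 10.1% were 5′-UTR. Introns held 0.641% (0.574 to 0.713) of all shared peaks. The split depended on how positions with more than 1 annotation were assigned. When 3′-UTR took priority over CDS, the 3′-UTR share was 53.7% and the CDS share 42.3%, so that their order changed. WT-only peaks had a smaller CDS share of 53.8% (53.0 to 54.7) and a larger 3′-UTR share of 43.2%. ZFm-only peaks, at 70.1% (69.8 to 70.4) CDS and 28.0% (27.7 to 28.3) 3′-UTR, resembled the shared peaks. Introns held 9.55% of the WT-only peaks and 1.70% of the ZFm-only peaks.

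**Figure D1:**
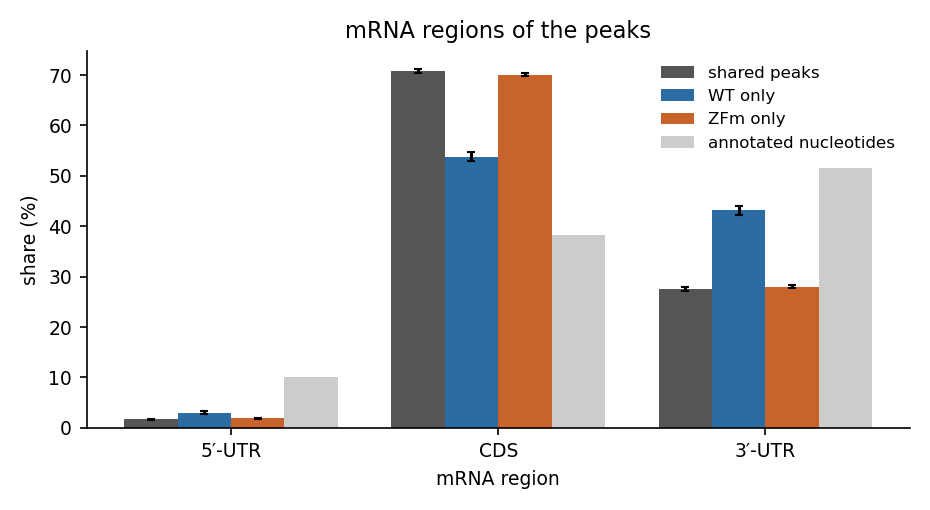
Share of peaks (%, y axis) in each mRNA region (x axis) for shared peaks, WT-only peaks and ZFm-only peaks, with 95% exact binomial intervals, beside the share of annotated mRNA nucleotides in coding genes with peaks in both lists. CDS held 70.9% of shared peaks but 38.3% of the nucleotides, and 3′-UTR peaks were more frequent among WT-only peaks, at 43.2%.

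To examine the sequence under the peaks, tetramers in shared peaks were compared with controls from the same region of the same gene. UGAU was found in 31.7% (31.3 to 32.1) of shared peaks, taken at their WT intervals, and in 18.0% of controls. The ratio of 1.76 (1.71 to 1.81) was the highest of all tetramers, followed by GAUG at 1.71 and GAUA at 1.67. At the ZFm intervals of the shared peaks the UGAU ratio was 1.73 (1.68 to 1.77), second to GAUG at 1.76. In shared CDS peaks the UGAU ratio was 1.97 (1.89 to 2.05) and ranked first. In shared 3′-UTR peaks it was 1.45 (1.41 to 1.49) and ranked 10, with CGGU highest at 1.60. Peaks found in a single list also had ratios above 1, at 1.46 (1.41 to 1.51) for WT-only and 1.44 (1.41 to 1.46) for ZFm-only peaks. In ZFm-only peaks the ratio to dinucleotide-shuffled sequences of the same peaks was 0.976 (0.960 to 0.991), where random positions gave 0.854, so that relative to these it was 1.14 (1.11 to 1.18). For shared peaks, the choice of controls moved the value most. Against dinucleotide-shuffled sequences of the same peaks the ratio was 1.03 (1.02 to 1.05), while random positions had UGAU less often than their own shuffled sequences, with a ratio of 0.862 (0.837 to 0.886).

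UGAU was also more frequent close to the peak summits. In shared 3′-UTR peaks of the WT list, UGAU was 1.47 times as frequent within 10 nt of the summit as 40 to 60 nt away, over 11964 summits. In the ZFm list the value was 1.35, over 12151 summits. In CDS the values were 1.33 (WT) and 1.32 (ZFm). The running mean over 9 nt was highest 12 nt upstream of 3′-UTR summits in the WT list and 18 nt upstream in the ZFm list. UGAU was not the most concentrated tetramer by this measure. In 3′-UTR windows it ranked 9 among all tetramers in the WT list, where UACG was highest at 1.73, and 55 in the ZFm list, where UGCG was highest at 1.72. In CDS windows it ranked 16 (WT) and 36 (ZFm).

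**Figure D2:**
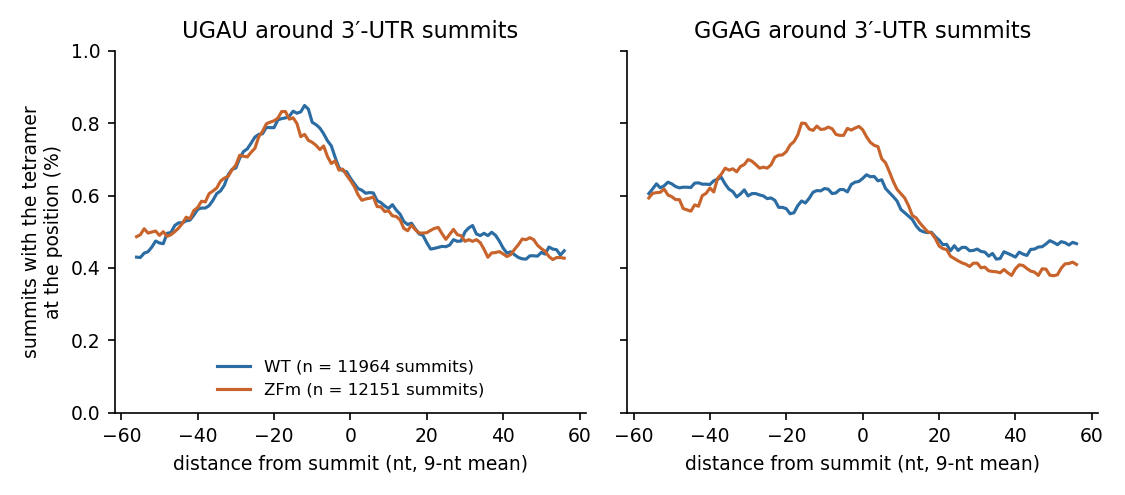
Share of summits (%, y axis) with UGAU or GGAG at each distance in nt from the summit (x axis, negative values upstream, running mean over 9 nt) for shared 3′-UTR peaks of the WT and ZFm lists. UGAU was highest 12 nt (WT) and 18 nt (ZFm) upstream of the summit, and GGAG near the summit was more frequent in the ZFm list.

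Because the zinc knuckle of LIN28A binds GGAG, GGAG was compared between the lists. Over all peaks the ratio to controls was 1.09 (1.07 to 1.12) in the WT list and 1.43 (1.41 to 1.45) in the ZFm list. GGAG ranked 105 among all tetramers in the WT list and 12 in the ZFm list. In WT-only peaks the ratio was 0.796 (0.764 to 0.827), with GGAG in 16.1% of peaks and 20.2% of controls. In ZFm-only peaks it was 1.54 (1.52 to 1.56), with GGAG in 38.9% of peaks and 25.3% of controls. With equal numbers of peaks in the lists the values were 0.905 (WT-only) and 1.61 (ZFm-only). Against dinucleotide-shuffled peak sequences the ratio was 1.05 (1.01 to 1.11) for WT-only and 1.15 (1.14 to 1.17) for ZFm-only peaks, where random positions gave 1.119 and 1.124. Relative to these it was 0.943 (0.890 to 1.01) for WT-only peaks, with an interval that includes 1, and 1.03 (1.01 to 1.05) for ZFm-only peaks. Around 3′-UTR summits, GGAG was 1.16 times as frequent within 10 nt as 40 to 60 nt away in the WT list and 1.49 times in the ZFm list.

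**Figure D3:**
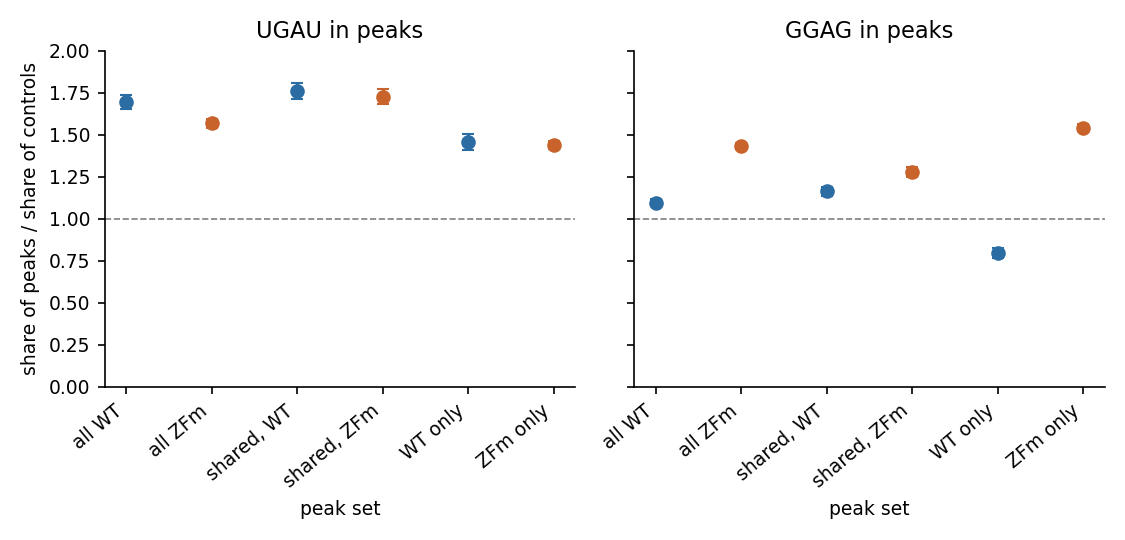
Share of peaks with UGAU (left) or GGAG (right) divided by the share of control intervals (y axis) for each peak set (x axis), with 95% bootstrap intervals over genes; the dashed line marks equal shares. UGAU lay above 1 in every set shown, and GGAG ran from 0.796 in WT-only peaks to 1.54 in ZFm-only peaks.

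The distribution of reads over genes was then compared. Over the 9621 genes of all types with peaks in both lists, the reads in peaks per gene correlated between the lists with a Spearman rho of 0.875 across genes, which are not independent replicates. The log2(ZFm/WT) ratio of the shares had a median of 0.18 and a standard deviation of 0.96. The share was more than 2-fold higher in ZFm for 1822 genes and more than 2-fold lower for 705. With the median ratio as the total, these numbers were 1443 and 988. In the 3443 genes with at least 100 reads in each list, the standard deviation was 0.52, and 48 genes were higher and 189 lower.

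The smallest ratio was that of EEF2 (ENSG00000167658.15, chromosome 19, 3976056 to 3985463, minus strand), at −2.76 (−2.90 to −2.62) on the log2 scale. It had 19 WT peaks with 1432 reads over 738 nt and 9 ZFm peaks with 579 reads over 147 nt, with means of 75.4 and 64.3 reads per peak, and summed over overlapping peaks only its ratio was −1.11. It was followed by ENSG00000260548.1 on chromosome X at −2.66, an identifier not found in the annotation used. This gene had means of 40.2 WT reads per peak over 575 nt and 65.5 ZFm reads over 178 nt, and over overlapping peaks only its ratio was −0.26. MIR924HG (ENSG00000267374.1, chromosome 18, 39206917 to 39800322, minus strand), a long non-coding RNA, was at −2.52. It had means of 9.81 WT reads per peak over 1248 nt and 10.7 ZFm reads over 539 nt, and −1.01 over overlapping peaks only. The largest ratios were those of MYO18A (ENSG00000196535.16, chromosome 17, 29071122 to 29180398, minus strand) at 4.82 (3.76 to 6.14), SMCR8 (ENSG00000176994.10, chromosome 17, 18315293 to 18328056, plus strand) at 4.60 (3.61 to 5.82) and ARID3A (ENSG00000116017.10, chromosome 19, 925781 to 975939, plus strand) at 4.09 (3.03 to 5.41). Each of these had a single WT peak, with 7, 8 and 7 reads over 84, 19 and 29 nt, at or next to the smallest number in the list. In the ZFm list they had 39, 20 and 16 peaks over 2360, 1040 and 828 nt, with means of 13.9, 26.55 and 20.4 reads per peak. Over overlapping peaks only, their ratios were 0.92, 2.49 and 1.52.

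The peaks with the most reads lay in non-coding RNA in the WT list, with 330 and 268 reads in exon 1 of XIST (chromosome X, 73847659 to 73847990 and 73848152 to 73848414) and 259 reads in MALAT1 (chromosome 11, 65504345 to 65504594). In the ZFm list they lay in the 3′-UTR of MRFAP1 (chromosome 4, 6641825 to 6642419), with 561 reads, and in exons 1 and 6 of XIST (chromosome X, 73850888 to 73851325 and 73826672 to 73827079), with 404 and 374 reads.

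HIF1A, which encodes the hypoxia-inducible transcription factor HIF1α, was examined because the study asked whether LIN28A binds its mRNA. HIF1A (ENSG00000100644.16, chromosome 14, 61695513 to 61748259, plus strand) had 11 WT peaks with 159 reads over 463 nt and 20 ZFm peaks with 483 reads over 868 nt. The means were 14.5 and 24.2 reads per peak. The log2 ratio of shares was 0.15 (−0.11 to 0.42), so no difference was detectable at this depth. Of the WT peaks, 10 lay in CDS and 1 in the 3′-UTR, and all 11 were overlapped by a ZFm peak. Of the ZFm peaks, 18 lay in CDS, 1 in the 3′-UTR and 1 in the 5′-UTR. UGAU was present in 6 of the 11 WT peaks and 9 of the 20 ZFm peaks. An annotated long non-coding RNA on the same strand (ENSG00000258964.1) overlaps the 3′ part of the gene, and 8 WT peaks and 15 ZFm peaks at HIF1A were listed under it. Of these, 5 WT and 10 ZFm peaks overlapped a peak of the same list already counted under HIF1A, which left 14 WT and 25 ZFm peaks at distinct places.

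The 3′-UTR peak lay in exon 15, the last exon, which runs from 61746934 to 61748258 with the 3′-UTR from 61747083. In the WT list it spanned 61747410 to 61747443 with 10 reads and a p-value of 1.51e-07. In the ZFm list it spanned 61747405 to 61747460 with 27 reads and a p-value of 8.47e-24, and its sense sequence in DNA letters was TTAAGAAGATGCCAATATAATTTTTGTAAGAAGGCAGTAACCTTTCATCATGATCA. The 1176 nt of the 3′-UTR held 6 UGAU tetramers. The one at 61747455 to 61747458 lay inside the ZFm peak. It lay outside the WT peak, and began 5 nt past the end of the longer WT interval, 61747403 to 61747450 with 12 reads, which was listed under the non-coding RNA. No other UGAU of the 3′-UTR lay in a peak of either list; the one at 61747901 ended 7 nt before a WT peak of 7 reads at 61747911 to 61747927. In the coding part of the exon, the UGAU at 61746998 lay in peaks of both lists, with 9 WT reads under the non-coding RNA and 38 ZFm reads under HIF1A.

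**Figure D4:**
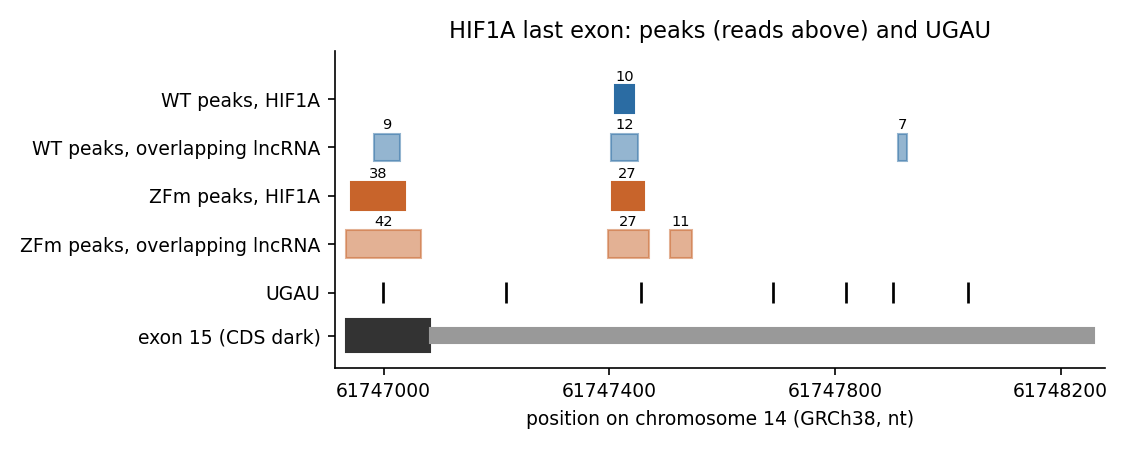
Peaks in exon 15 of HIF1A (x axis, position in nt on chromosome 14, GRCh38) for the WT and ZFm lists, as listed under HIF1A or under the overlapping long non-coding RNA, with the number of reads above each peak, the UGAU tetramers as ticks and the exon at the bottom. The UGAU at 61747455 lies inside the ZFm peak of 27 reads and just past the end of the WT peaks of 10 and 12 reads.

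Of the other genes named by the study, PPP2R5E (ENSG00000154001.13, chromosome 14, minus strand) had 9 WT and 13 ZFm peaks, of which 6 and 7 lay in the 3′-UTR. UGAU was present in 4 of the 6 WT 3′-UTR peaks and 1 of the 7 ZFm 3′-UTR peaks. The log2 ratio of PPP2R5E was −0.24 (−0.60 to 0.14), with an interval that includes 0. It came from means of 10.1 WT reads per peak over 610 nt and 16.3 ZFm reads over 885 nt. YTHDF3 (ENSG00000185728.16, chromosome 8, plus strand) had 6 WT peaks, none with UGAU, and 12 ZFm peaks, 3 with UGAU; all 6 WT peaks were overlapped by a ZFm peak. Its log2 ratio was 0.69, with an interval above 0, from means of 10.8 WT reads per peak over 278 nt and 23.9 ZFm reads over 716 nt. TOB1 (ENSG00000141232.4) had 1 WT peak of 9 reads in the 5′-UTR and 4 ZFm peaks, 2 of them in the 3′-UTR and 1 of these with UGAU. No peak of TOB1 was overlapped by the other list. Its log2 ratio was 1.56 (0.56 to 2.75), from 9 WT reads over 53 nt and a mean of 18.25 ZFm reads per peak over 296 nt. The WT reads of TOB1 sit at the calling limit. ALG11 (ENSG00000253710.3) and ZNF322 (ENSG00000181315.10) had no listed WT peak, and had 5 and 2 ZFm peaks, with 70 and 21 reads. Peaks of LIN28A itself (ENSG00000131914.10, chromosome 1, 26410817 to 26429728, plus strand), 10 in the WT and 8 in the ZFm list, all lay in its CDS. Its log2 ratio was −0.93 (−1.10 to −0.76), and −0.39 over overlapping peaks only, from means of 49.8 WT reads per peak over 607 nt and 89.6 ZFm reads over 615 nt. The expressed constructs held the LIN28A coding sequence with a FLAG sequence, so these reads can come from construct RNA. Binding of the cell's own LIN28A mRNA cannot be told apart from this. The level of construct RNA was not compared, so the ratio is not a measure of binding.

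The zinc knuckle recognizes let-7 precursors, and these were compared by position, since peaks on them were mostly listed under other genes. The peak with the most reads on each precursor was used, so that its reads are also the mean per peak. Of 11 annotated let-7 precursors, 4 had a WT peak and 5 had a ZFm peak, and the 4 were among the 5. MIRLET7F1 (chromosome 9, 94176347 to 94176433) had 36 WT reads and 34 ZFm reads, in peaks of 78 and 64 nt, a log2 ratio of shares of −1.54 (−2.26 to −0.82). MIRLET7D (chromosome 9, 94178834 to 94178920) had 38 and 61 reads, in peaks of 81 and 205 nt, at −0.77 (−1.38 to −0.15). Its ZFm peak ran from 94178858 to 94179062, mostly past the end of the precursor, so its reads need not all lie on the precursor. MIRLET7G (chromosome 3, 52268278 to 52268361) had 27 and 22 reads, in peaks of 75 and 66 nt, at −1.75 (−2.63 to −0.88). MIRLET7I (chromosome 12, 62603686 to 62603769) had 15 and 10 reads, in peaks of 73 and 48 nt, at −2.04 (−3.36 to −0.79). By the median ratio as the total, each of these log2 ratios was 0.18 lower. Paired peaks would move them the other way. The median ZFm/WT read ratio was 1.75 over 37581 pairs of peaks, against 2.74 for all reads in peaks. Scaled by paired peaks, each log2 ratio would be less negative by the same amount, the log2 of 2.74 over 1.75. The interval of MIRLET7D would then no longer be wholly negative, while those of MIRLET7F1, MIRLET7G and MIRLET7I would stay so. MIRLET7F1, MIRLET7G and MIRLET7I had fewer ZFm than WT reads even without scaling, and MIRLET7D did not. MIRLET7C (chromosome 21, 16539828 to 16539911) had a single ZFm peak of 8 reads. The intervals cover counting error only, and with 1 library per protein the differences have no replicate check.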

Values the study reported

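The study reported that 8774 coding genes carried peaks of WT and ZFm LIN28A in common. Its rule for co-occurring peaks was not stated in detail. The coding genes counted above did not need overlapping peaks, so the counts are not of the same measure.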

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

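The tests of dinucleotide composition and of GC bias below were chosen after the result was seen; that with equal numbers of peaks was planned. The GGAG ratio to controls went in opposite directions in the peaks found in a single list, at 0.796 in WT-only and 1.54 in ZFm-only peaks. The difference between the libraries was not tested, since there was 1 library per protein. The direction is unlike what losing a GGAG-binding domain would predict, as GGAG was the more frequent in the mutant's peaks. A longer ZFm list does not account for it, because with equal numbers of peaks the ZFm-only ratio was still 1.78 times the WT-only ratio. A GC bias in the amplified cDNA would raise C-rich tetramers along with G-rich ones. Across tetramers, the log2 change from WT-only to ZFm-only peaks correlated with the number of G (rho 0.825) but fell with the number of C (rho −0.503), which argues against it. Base composition was weighed with shuffled sequences. The ZFm-only ratio was 1.94 times the WT-only ratio against random positions. With dinucleotide-shuffled sequences as controls, set against shuffled random positions, it was 1.09 times (1.02 to 1.16). Shuffling also takes away part of a true motif, as GGAG written into random positions at a ratio of 1.52 was left at 1.34. The fall in the data was steeper than this, but how much of the pattern is composition was not settled. Of 67 tetramers with at least 2 G, 65 were more frequent in ZFm-only than in WT-only peaks, and of 81 without G, 3 were. The pattern is consistent with a shift toward G-rich sequence of which GGAG, the tetramer with the largest change at a log2 of 0.96, is a part. A difference in ligation, reverse transcription or background between the libraries stays open, as does an effect of the mutation on binding; neither was tested.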

How the results depend on the processing

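The values set against shuffled random positions, those of UGAU in WT-only and ZFm-only peaks against shuffled peaks and the HIF1A counts with the overlapping gene were chosen after the data were seen. No paired analysis was possible because there was 1 library per protein. Except where an alternative's construction is named, the cause of a change was not tested.

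With the ZFm list reduced to 66714 peaks, 59.9% of WT and 61.0% of ZFm peaks were overlapped; the shares of CDS, 3′-UTR and 5′-UTR were 72.3%, 26.3% and 1.40%, and that of introns 0.205%. The GGAG ratio was then 0.905 in WT-only and 1.61 in ZFm-only peaks. At p-values of at most 1e-05, 79.4% of WT and 39.7% of ZFm peaks were overlapped, and introns held 0.541%. With 50% reciprocal overlap, fewer peaks counted as shared by construction, 55.5% of WT and 27.7% of ZFm peaks; the region shares were 72.8%, 25.4% and 1.82%, introns held 0.734% and the UGAU ratio was 1.81. Either strand, or each distinct interval counted a single time, left the overlap within its interval. Coding genes with peaks in both lists numbered 7581 with at least 2 peaks, 7941 with equal numbers of peaks and 8621 at the stricter p-value, and genes of all types numbered 9621, each within 1.5 times of the value reported.

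With 3′-UTR before 5′-UTR before CDS, the shares of CDS, 3′-UTR and 5′-UTR were 42.3%, 53.7% and 3.98%, because positions that are coding in one transcript and untranslated in another changed class. Counted in nucleotides they were 68.4%, 29.8% and 1.79%, with 1.04% in introns.

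The UGAU ratio in shared peaks stayed above 1 under every alternative tried. It was 1.57 with 20 nt added on each side, 1.42 against flanking intervals, 1.03 against shuffled peaks, 1.20 against shuffled peaks set against shuffled random positions, 1.45 in 3′-UTRs and 1.97 in CDS. In WT-only and ZFm-only peaks it was 1.02 and 0.976 against shuffled peaks, and 1.23 and 1.14 set against shuffled random positions; random positions themselves lie below 1 by this control, so 0.976 alone is no depletion. For all WT, all ZFm, WT-only and ZFm-only peaks in turn, the GGAG ratio was 1.04, 1.22, 0.842 and 1.29 with 20 nt added, 1.29, 1.65, 0.891 and 1.76 against flanking intervals, 1.12, 1.15, 1.05 and 1.15 against shuffled peaks, and 1.001, 1.03, 0.943 and 1.03 set against shuffled random positions. The WT-only value thus moved from below to above 1 against shuffled peaks, where random positions also lie above 1, and was again below 1 relative to these, with an interval of 0.890 to 1.01. The ZFm-only value exceeded the WT-only value under every alternative tried.

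Spearman's rho of reads per gene was 0.790 for genes with at least 100 reads in each list and 0.956 over overlapping peaks only, and the standard deviation of the log2 ratio was 0.52 and 0.58. Genes over 2-fold higher in ZFm numbered 48 and 234 in these settings, against 1822 over all genes. Those over 2-fold lower numbered 189 and 590, against 705 over all genes. The majority thus went from higher to lower, and with overlapping peaks only mainly because fewer genes were higher. The change can follow from how these settings are built. A minimum of 100 reads in each list leaves out genes with few WT reads, which hold the highest ratios, and overlapping peaks only leaves out 79219 ZFm against 14749 WT peaks. Of the genes past 2-fold, the share that was higher in ZFm was 72.1% over all genes, 20.3% and 28.4% in these settings, and 59.4% with the median ratio as the total. The median log2 ratio over genes, 0.18, is the shift that the latter removes. For single genes, 21 alternative values were computed, of which 12 stayed within the counting interval, 9 moved out of it and 0 changed direction beyond it.

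HIF1A had 19 WT and 35 ZFm peaks when those listed under the overlapping gene were included. Most of the added peaks overlap one already counted, so the distinct places numbered 14 and 25. Depth limits the weakest results: genes with 7 to 9 WT reads sit at the calling limit, and a peak missing from a list is not evidence that the site was unbound.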

Other observations

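Of the tests below, those of shuffled sequence and of the gene under which let-7 and small nucleolar RNA peaks were listed were chosen after the results were seen.

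UGAU was more frequent in shared peaks than in controls, and 4 technical explanations were examined. Codon composition of the coding sequence would leave 3′-UTR peaks at a ratio of 1, and they stood at 1.45. Aspartate codons (GAU) would leave UGAU outside that frame unenriched in coding peaks; it was enriched 1.60 times (1.56 to 1.64), against 1.54 times in the frame of the codon. Mere coverage of abundant mRNA would give no position, and UGAU was 1.47 times as frequent near 3′-UTR summits as 40 to 60 nt away in the WT list and 1.35 times in the ZFm list. This does not single out UGAU, which ranked 9 and 55 among all tetramers by that measure. Dinucleotide composition does not account for all of it, as a ratio of 1.20 (1.17 to 1.24) was left of 1.76 once shuffled sequences of peaks and of random positions were used as the baseline. That baseline takes away part of a true motif too, leaving 1.45 of 1.68 for UGAU written into random positions, so the part due to composition was not settled. What remains is consistent with a preference for UGAU or for wider sequence that holds it, as a hypothesis from these data. A sequence preference of crosslinking or ligation was not tested.

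The ZFm list was 2.01 times longer than the WT list. Whether deeper sequencing of the ZFm library was the cause cannot be told apart from more binding, because total depth was unknown and the reads in paired peaks reflect both. When ZFm reads were thinned to 57.1%, from the median read ratio of 1.75 in paired peaks, 101948 ZFm peaks kept at least 7 reads, 1.53 times the WT list. That is just past the limit of 1.5 set in advance against depth as the cause, but it is not taken as excluding depth, since the thinning rests on that read ratio.

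Genes differed in their share of peak reads between the lists. GC content of the exons correlated with the log2 ratio across genes with a rho of 0.189, just under the 0.2 set in advance as the limit, and in genes with at least 100 reads in each list a line through GC content lowered the standard deviation only from 0.520 to 0.513. GC content is therefore not the main source of the spread. Differences in calling stay open. Over overlapping peaks only, the standard deviation was 0.584 across 8906 genes, against 0.956 across all 9621 genes with peaks in both lists. Part of the spread thus went with peaks that the other list did not overlap, or with the genes left out. Whether calling or binding left those peaks without a partner was not tested.

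By gene name, MIRLET7F1 and MIRLET7D had peaks in the WT list alone. By position, ZFm peaks lay on both (2 of 2), listed under ENSG00000269946, so the apparent loss came from the gene a peak was listed under. The share of peak reads was nonetheless lower in ZFm for the peaks on all 4 let-7 precursors with peaks in both lists. The log2 ratios ran from −0.77 to −2.04. That of −0.77, for MIRLET7D, rests on a ZFm peak lying mostly outside the precursor, which would fail the 50% rule used below. Scaled by the median read ratio of paired peaks, 1.75, in place of all peak reads, the ratios would be less negative. The interval of MIRLET7D would then no longer be wholly negative. Weaker binding of precursors by the mutant is a candidate explanation that the design names. However, microRNA precursors outside the let-7 family also had a share of peak reads 2.13 times larger in WT, counted over distinct peaks lying at least 50% in a precursor (1868 WT and 2341 ZFm nt, with means of 20.4 and 22.2 reads per peak). Of the 20 with peaks in both lists, 19 had a lower share in ZFm, with a median log2 ratio of −1.08. This median too would be less negative on the scale of paired peaks. The number of such precursors with peaks went the other way, 31 in the WT and 39 in the ZFm list, as did that of all annotated microRNA genes overlapped by a peak, 60 and 95, beside a ZFm list 2.01 times longer. A lower yield of small RNA in the ZFm library could give the lower shares and stays open. The other precursors cannot decide between yield and binding, since weaker binding by the mutant is not ruled out for them either. Whether let-7 fell further than other precursors was not tested.

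Small nucleolar RNAs also had a lower share in the ZFm list. Peaks lay on 213 annotated snoRNA genes in the WT list and 145 in the ZFm list, with 140 in common, although the ZFm list was longer. They held 0.750% (0.734 to 0.765) of WT reads in distinct peaks and 0.138% (0.134 to 0.142) of ZFm reads, over 15033 and 8195 nt, with means of 30.1 and 24.0 reads per peak. The listing of peaks under host genes does not account for it, since counted by position the WT share was still 5.42 times larger. A difference in the size range of RNA recovered, in nuclear background or in binding by the mutant stays open; none was tested.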
